# Loss of Rab44 attenuates ovalbumin-induced allergic airway inflammation by modulating immune responses and eosinophil function

**DOI:** 10.3389/fimmu.2026.1820891

**Published:** 2026-05-21

**Authors:** Haruka Mawatari, Yu Yamaguchi, Takao Ayuse, Takuro Sanuki, Tomoko Kadowaki, Takayuki Tsukuba

**Keywords:** allergic airway inflammation, eosinophils, immune responses, ovalbumin, Rab44

## Abstract

**Introduction:**

Asthma is a chronic inflammatory disease of the airways accompanied by mucus hypersecretion, airway remodeling, and bronchial hyperresponsiveness. However, the mechanisms by which membrane trafficking molecules contribute to the development of asthma remain unclear. In the present study, we investigated the role of Rab44 in a murine model of allergic airway inflammation mimicking human asthma, as we previously identified Rab44 and are exploring its function.

**Methods:**

Experimental allergic airway inflammation was induced in Rab44-knockout (KO) and wild type (WT) mice sensitized to ovalbumin (OVA). Histopathological analysis, RNA sequencing (RNA-seq) analysis, degranulation assays, adhesion and migration assays, and flow cytometric analysis of adhesion and chemokine receptors were performed.

**Results:**

Compared with WT mice, Rab44-KO mice exhibited impaired OVA-induced allergic airway inflammation. RNA-seq analysis revealed that Rab44 deficiency affected several signaling pathways involved in immune and inflammatory responses in the lungs of OVA-induced mice. Moreover, the mRNA levels of cytokines and the numbers of lymphocytes, monocytes, and eosinophils infiltrating the bronchoalveolar lavage fluid were decreased in KO mice compared with WT mice. In cultures of eosinophils derived from bone marrow cells, Rab44-KO eosinophils exhibited aberrant differentiation and impaired release of eosinophil peroxidase but not major basic protein. Rab44-KO eosinophils exhibited reduced cell adhesion and chemotaxis. Consistent with these findings, Rab44-KO eosinophils showed impaired surface expression of adhesion and chemokine receptors.

**Conclusion:**

These results indicate that Rab44 deficiency attenuates OVA-induced allergic airway inflammation by modulating immune responses and eosinophil function.

## 1 Introduction

Asthma is a chronic inflammatory disease of the airways characterized by mucus hypersecretion, airway remodeling, and bronchial hyperresponsiveness (1). Although multiple asthma phenotypes exist, T2-high type asthma is the most representative phenotype and is marked by eosinophil infiltration from the blood into the inflamed lungs and airways and secretion of Th2-type mediators, such as interleukin (IL)-4, IL-5, IL-13, IgE, leukotrienes, and prostaglandins (2). Among Th2 type-mediated immune cells, eosinophils play a central role in T2-high asthma. Upon inflammatory stimulation, eosinophils degranulate to release several cationic proteins such as major basic protein (MBP) and eosinophil peroxidase (EPX), which are stored within cytoplasmic granules (3, 4). Because the pathophysiology of asthma is highly complex, animal models are useful for studying the molecular mechanisms underlying the pathological conditions of human asthma (5, 6). Ovalbumin (OVA) is commonly used as an antigen in experimental asthma models. Both OVA and Th2-adjuvant aluminum hydroxide are required to sensitize the mice to OVA-induced inflammation (7). Therefore, we investigated the role of Rab44 in allergic airway inflammation using an experimental mouse model.

Rab GTPases are the key regulators of membrane trafficking in specific cell types, including immune-related cells, osteoclasts, and myoblasts (8–10). Rab44 is classified as a large Rab GTPase existing two isoforms with molecular weights of approximately 75–100 kDa that possesses additional domains, such as the EF-hand, coiled-coil, proline-rich, and Rab domains (11, 12). Therefore, Rab44 differs from conventional small Rab GTPases, including Rab1-43, which have low molecular weights of approximately 20–30 kDa (12, 13). Several lines of evidence indicate that Rab44 is responsible for the differentiation of osteoclasts and myoblasts (11, 14, 15). Moreover, Rab44 is highly expressed in immune-related cells and is most abundant in the granulocyte and mast cell lineages (16, 17). We previously reported that Rab44-knockout (Rab44-KO) mice show decreased anaphylactic responses and reduced nickel-induced hypersensitivity (18–20). Furthermore, histamine and lysosomal enzymes released from the bone marrow-derived mast cells of Rab44-KO mice were lower than those released from wild type (WT) mice (17, 18). Considering that Rab44 is involved in the membrane trafficking and differentiation of immune cells, we speculated that Rab44 regulates allergic asthma. However, it remains unclear whether Rab44 deficiency induces abnormal phenotypes in mice and eosinophils during OVA-induced allergic airway inflammation.

In this study, we induced allergic airway inflammation in Rab44-KO mice using OVA to examine the effects of Rab44 on inflammation and cell infiltration and compared the functions of eosinophils derived from WT and Rab44-KO mice.

## 2 Materials and methods

### 2.1 Antibodies and reagents

Fluorescein isothiocyanate (FITC) anti-mouse/rat CD29 (integrin β1) antibody (cat. no. BL102205), FITC anti-mouse CD49d (α4 integrin antibody; cat. no. BL103605), FITC anti-mouse CD44 antibody (cat. no. BL156007), FITC anti-mouse CD193 (CCR3) (cat. no. BL144509), FITC anti-mouse CD191 (CCR1) antibody (cat. no. BL152505), FITC Armenian Hamster IgG isotype control antibody (cat. no. BL400905), FITC rat IgG2a, κ isotype control antibody (cat. no. BL400505), FITC rat IgG2b, and κ isotype control antibody (cat. no. BL400605) were purchased from BioLegend (London, UK). Anti-mouse FcR blocking reagent (cat. no. 130-092-575) was obtained from Miltenyi Biotec. Aluminum hydroxide gel adjuvant (cat No. LSL/LG-6000) was purchased from LSL/Cosmo Bio (Tokyo, Japan).

### 2.2 Animals

Rab44-KO mice were generated from a C57BL/6 background strain using CRISPR/Cas9-mediated genome editing, as described previously (18). *In vivo* animal experiments were performed using age-matched (8–14 weeks old) female WT and Rab44-KO littermates. The number of mice used is indicated as “n” in the respective figure legends. The mice were euthanized by gradual-fill carbon dioxide (CO_2_) inhalation, and death was confirmed by cervical dislocation. All the animal experimental protocols were approved by the Animal Experiment Committee of the Graduate School of Biomedical Sciences, Nagasaki University (permit number: 2107211733).

### 2.3 Allergen-induced pulmonary inflammation

Mice were sensitized via intraperitoneal injection of 100 μg of ovalbumin (OVA; Sigma-Aldrich, St. Louis, MO, USA) emulsified in aluminum hydroxide gel adjuvant on days 0, 7, and 14. From days 17 to 20, mice were anesthetized and placed in the supine position with their limbs immobilized. OVA (100 μg) dissolved in 50 μL of endotoxin-free phosphate-buffered saline (PBS) was administered intranasally using a micropipette in 2 μL aliquots per administration. Intranasal administration was performed according to the method described by Suzuki et al. (21) with some modifications. Bronchoalveolar lavage fluid (BALF) and lung tissue samples were collected on day 21. BALF was collected as previously described by Mo et al. (22) with some modifications. Briefly, the mice were anesthetized with a mixture of midazolam (4 mg/kg), butorphanol tartrate (5 mg/kg), and hydrochloric acid medetomidine (0.3 mg/kg) by intraperitoneal administration, placed in the supine position, and subjected to tracheotomy. A tracheal cannula (3 Fr Atom Pink catheter) was inserted into the trachea, and 0.5 mL of Ca^2+^- and Mg^2+^-free PBS containing 0.1% bovine serum albumin (BSA) and 0.05 mM EDTA-2Na was instilled into the airway and gently aspirated. This lavage procedure was repeated four times per cycle, and three cycles were performed for a total of 12 repetitions to collect BALF.

### 2.4 Histopathology

Lung sections were harvested from the OVA-induced mice. The specimens were fixed in 4% paraformaldehyde and processed to prepare paraffin-embedded sections. Sections were stained with hematoxylin and Periodic acid-Schiff (PAS) to assess mucin production. PAS-positive cells are expressed as the percentage of PAS-positive epithelial cells relative to total epithelial cells. In addition, quantification was performed in a blind manner across multiple bronchioles per mouse (total 10 airways).

### 2.5 Measurement of cytokine levels using enzyme-linked immunosorbent assay

Levels of cytokines, including IL-5, IL-13, IL-17A, and interferon (IFN)-γ in the BALF from OVA-sensitized mice were quantified using commercially available ELISA kits (R & D Systems, Minneapolis, MN, USA).

### 2.6 RNA-sequencing and data analysis

Total RNA was isolated from the lungs of normal, OVA-administered WT and KO mice. RNA was extracted using the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions. RNA sequencing and subsequent bioinformatic analyses were performed by Rhelixa Co., Ltd. (Tokyo, Japan). Briefly, the quality and quantity of the RNA were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies) and a NanoDrop spectrophotometer (Thermo Fisher Scientific). RNA-seq libraries were prepared following the manufacturer’s protocol and sequenced on an Illumina NovaSeq X Plus platform to generate 150-bp paired-end reads. Raw sequencing reads were subjected to quality control and trimming, and the processed reads were aligned to the mouse reference genome (GRCm38) using the HISAT2 software. The gene expression levels were quantified using featureCounts software. Differentially expressed gene (DEG) analysis was performed using DESeq2, and genes with an adjusted p-value < 0.05 were considered significantly differentially expressed. Functional enrichment analyses, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, were conducted using the Cluster Profiler R package (version 4.10.0).

### 2.7 Culture of bone marrow-derived eosinophils

Differentiation of eosinophils from the bone marrow cells of 12–24-week-old and sex-matched mice was performed according to the method described by Stoeckle et al. (23), with some modifications. Isolated cells were incubated at 37 °C in an atmosphere of 5% CO_2_ in Iscove’s modified Dulbecco’s medium (IMDM) containing 10% fetal bovine serum, 2 mM L-glutamine, 5 × 10^-5^ M 2-mercaptoethanol, 1% penicillin, and streptomycin in the presence of 100 ng/mL Flt3L and 100 ng/mL SCF (Peprotech) for 4 days, followed by 10 ng/mL IL-5 (R&D Systems) for 7 days, with medium replacement every 3 days. Eosinophils were stained with Wright-Giemsa stain and counted under an optical microscope.

### 2.8 Reverse transcription quantitative polymerase chain reaction

Reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis was performed as described previously (11). Briefly, total RNA was extracted from the bone marrow-derived eosinophil cells using TRI reagent (Molecular Research Center Inc. Cincinnati, OH, USA). Reverse transcription was performed using oligo(dT) 15 primer (Promega, Tokyo, Japan) and ReverTra Ace (Toyobo, Osaka, Japan). RT-qPCR was conducted using a Quantstudio3 system (Applied Biosystems, Waltham, MA, USA). The cDNA was amplified using Brilliant III Ultra-Fast SYBR Green QPCR Master Mix (Agilent Technologies, Hachioji, Tokyo, Japan). The following primer sets were utilized. *Gapdh*, forward: AAATGGTGAAGGTCGGTGTG and reverse: TGAAGGGGTCGTTGATGG; *IL-5Rα*, forward: CAGTGGGAGAAACCACTTTCTGCC and reverse: GAGATGCCATTCTACCAAGGACTTC; *Ccr3*, forward: TCA ACT TGG CAA TTT CTG ACC T and reverse: CAG CAT GGA CGA TAG CCA GG; *CD11b*, forward: TACTTCGGGCAGTCTCTGAGTG and reverse: ATGGTTGCCTCCAGTCTCAGCA; *Ly6G*, forward: AGA AGC AAA GTC AAG AGC AAT CTC T and reverse: TGA CAG CAT TAC CAG TGA TCT CAG T; *CD62L*, forward: AATGGCCGTGGAGAATGTGT and reverse: CTGGACCACTTGGCAGATTG.

### 2.9 Degranulation assay

Cultured eosinophils (1 × 10^5^ cells/well) were stimulated at 37 °C for 2 h with 100 ng/mL eotaxin, 100 ng/mL RANTES, or 5 μg/mL A23187 in complete IMDM. The samples were centrifuged at 52.5 × *g*, at 4 °C for 10 min. The supernatants were collected to measure the amounts of MBP and EPX released. For degranulation assays, 100 µL of the cell culture supernatant was used according to the method of mouse MBP ELISA kit (Bioss antibodies Inc. No: BSKM62441) or a mouse EPX ELISA kit (CUSABIO Inc. CSB E15830m).

### 2.10 Cell adhesion assay

Plastic 96-well plates were coated with PBS or fibronectin (25 μg/mL) in sterile distilled water and incubated for 1 h at 25 °C. The wells were blocked with IMDM containing 0.5% BSA. After washing with IMDM containing 0.1% BSA (washing buffer), cultured eosinophils (1 × 10^5^ cells) were added to each well and incubated at 37 °C for 60 and 120 min. After gentle washing with washing buffer, the bound cells were fixed with 4% paraformaldehyde in PBS and stained with 50 µL of Coomassie Brilliant Blue (5 mg/mL in 2% ethanol). After washing with the washing buffer, the number of stained cells per unit area was counted under a light microscope.

### 2.11 Chemotaxis assay

Chemotaxis assays were performed as previously described with some modifications (24). Cultured eosinophils (5 × 10^5^ cells/50 µL) were washed and resuspended in IMDM. Migration was assessed in a 24-well chemotaxis chamber (Transwell^®^, Corning^®^) separated by a polyethylene terephthalate membrane (pore size, 5 μm). Eosinophils were loaded into the upper chambers and tested for chemoattraction to IMDM medium with 10% fetal bovine serum or 200 ng/mL RANTES. The chambers were incubated at 37 °C in 5% CO_2_ for 60 or 120 min. Cells that migrated to the lower wells were fixed with 4% paraformaldehyde in PBS for 10 min, stained with Coomassie Brilliant Blue (5 mg/mL in 2% ethanol), and counted under a light microscope.

### 2.12 Cell staining and flow cytometric analysis

Cultured eosinophil suspensions (2 × 10^5^ cells/100 µL) were incubated on ice for 15 min with primary antibodies diluted in PBS containing 2% FBS (buffer A). The samples were preincubated with an FcR-blocking reagent and subsequently with specific antibodies or control antibodies conjugated with FITC for 15 min on ice. After washing three times with buffer A, flow cytometry analysis was performed using a BD FACSVerse™ cytometer (BD Bioscience).

### 2.13 Statistical analysis

Quantitative data are presented as mean ± standard deviation (SD). For non-parametric analyses, where a normal distribution cannot be assumed due to the small sample size, the Mann-Whitney U test was used. For a multi-group analysis, the Tukey-Kramer method was used to identify differences between each experimental group when a significant difference (*p < 0.05 or **p < 0.01) was determined using analysis of variance (ANOVA).

## 3 Results

### 3.1 Rab44 deficiency impairs OVA-induced allergic airway inflammation

To determine whether Rab44 is implicated in the development of allergic airway inflammation sensitized with OVA, we performed *in vivo* experiments in WT and Rab44-KO mice. **Figure 1A** shows the time course of the OVA-induced allergic airway inflammation experiments. Histopathological analysis of the lung sections using PAS staining revealed an increased inflammatory reaction in the peribronchial and perivascular areas, which were surrounded by infiltrating inflammatory cells in WT mice compared with those in Rab44-KO mice under OVA-induced conditions (**Figure 1B**). However, no significant difference was observed between WT and Rab44-KO mice following PBS treatment (**Figure 1B**). Quantification of PAS-positive cells showed that the number of PAS-positive cells in Rab44-KO mice was significantly lower than that in WT mice under OVA-induced conditions (**Figure 1C**). These results indicate that Rab44 deficiency impairs OVA-induced allergic airway inflammation in mice.

**Figure 1:**
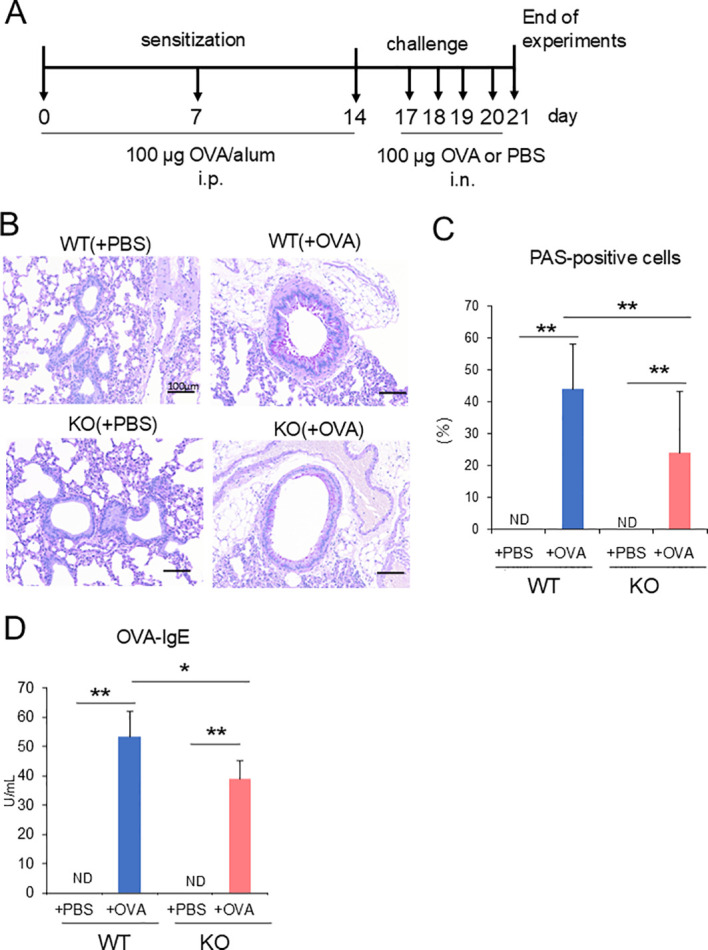
Development of ovalbumin (OVA)-induced allergic asthma in mice. Wild type (WT) and Rab44-knockout (KO) mice were intraperitoneally injected with ovalbumin (OVA) and aluminum hydroxide (alum) (100 μg) on days 0, 7, and 14; subsequently they were intranasally challenged with 50 μL OVA (100 μg) or 50 μL PBS for 4 days. **(A)** A schematic diagram showing the time course of the sensitization protocol for OVA-induced allergic asthma. **(B)** Representative images of histological analysis using Periodic acid-Schiff (PAS) staining of lung sections from OVA-treated mice on day 21. **(C)** PAS-positive scores in OVA-treated WT and Rab44-KO mice. Scores were calculated as described in the Materials and Methods section. WT: n = 10; Rab44-KO: n = 10 (10 airways of 5 mice) *p < 0.05, **p < 0.01. The Tukey-Kramer method was used.

### 3.2 Rab44 deficiency affects several signaling pathways involved in immune and inflammatory responses in the lung of OVA-induced mice

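Lung RNA was sequenced as 4 libraries, 1 each for normal WT, normal Rab44-KO, OVA-induced WT and OVA-induced Rab44-KO mice. The number of mice behind each library is not named in the paper's text. Rab44-KO mice carry a CRISPR/Cas9-edited Rab44 gene on a C57BL/6 background. The OVA-induced mice received 100 μg OVA with alum intraperitoneally on days 0, 7 and 14 and 100 μg OVA in 50 μL intranasally from day 17 to day 20, and lungs were collected on day 21. The labels give the normal mice no treatment, although the protocol they carry also names a PBS challenge, and they place collection 21 days after OVA. The authors trimmed 150-bp paired-end reads, aligned them to GRCm38 with HISAT2, counted them per gene with featureCounts, and deposited these raw counts beside length-scaled transcript abundances (TPM). The table lists 41079 genes. The counts summed to 19164196 in normal WT, 18112901 in normal Rab44-KO, 19910236 in OVA-induced WT and 19144409 in OVA-induced Rab44-KO lungs, and between 24316 and 25003 genes had at least 1 count per library. Counts were scaled to CPM by edgeR's TMM method over the 4 libraries. The log2 fold change (log2FC) of Rab44-KO over WT was taken with a small prior count, among genes with at least 10 counts in the higher of the 2 libraries compared. With 1 library per condition no difference has a replicate check, and every comparison is between libraries, not conditions. Ranges given for a gene are exact 95% Clopper-Pearson intervals of the count ratio and cover counting error only. A count of 0 was set to a floor of 3 counts, which is 0.154 to 0.164 CPM depending on the library. Gene positions are those of GENCODE M21 on GRCm38, because only 1.92% of 39298 matched genes in the deposited table start where the GRCm38 RefSeq annotation places them.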

To investigate whether Rab44 deficiency affects gene expression and signaling pathways, we analyzed global gene expression in the lungs of WT and Rab44-KO mice under normal and OVA-induced conditions using RNA-seq (**Figure 2**). 

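The targeted gene, Rab44, lies on chromosome 17 of GRCm38 from 29114145 to 29148980. It had 251 counts in the normal WT library and 1 in the normal Rab44-KO library, which is 239-fold lower with an interval of 42.4 to 9460.3. The OVA-induced libraries held 810 and 0 counts of it, at least 272-fold lower in Rab44-KO. Cyp1a1 (chromosome 9, 57687928 to 57703824) encodes a cytochrome P450 enzyme. It rose from 67 counts in normal WT to 3418 in normal Rab44-KO lungs, or from 3.49 to 187 CPM, a log2FC of 5.74 (5.40 to 6.12). Cyp26b1 (chromosome 6, 84571414 to 84593908), another enzyme of this superfamily, rose from 300 to 1671 counts, or from 15.6 to 91.6 CPM, a log2FC of 2.55 (2.37 to 2.73). Of the alternative settings, a prior count of 2 moved Cyp1a1 most, to 5.70, and removal of the trend with transcript length, which was chosen after seeing the data, moved Cyp26b1 most, to 2.48. Cyp1b1, Ahrr and Tiparp, listed with Cyp1a1 as targets of the aryl hydrocarbon receptor, were also higher in the normal Rab44-KO library, with log2FC of 0.97, 1.06 and 0.26, and the interval of Ahrr includes 0. Among genes with at least 100 counts in the higher library, the 5 largest increases were those of Cyp1a1, Il36g (3.09), Cyp26b1, Xlr3b (2.43) and Slc7a11 (2.15). The 5 largest decreases were those of Rab44, Gm5930 (-2.09), Sumo2 (-1.42), Gm33998 (-1.24) and Ppbp (-1.16). Sumo2 shares 15.4% and Gm5930 1.57% of its 150-base windows with other genes, so their counts are uncertain. Of the other genes named in Figure 2A, Igkv4-57 rose from 12 to 86 counts. Capn11 rose from 2 to 55 counts, a 28.9-fold difference with an interval of 7.64 to 245. Erdr1x fell from 80 to 9 counts, and Mucl2 fell from 15 to 0, at least 4.75-fold lower.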

Under normal conditions, genes encoding cytochrome P450 (CYP) enzymes, such as *Cyp1a1* and *Cyp26b1*, were upregulated in the lungs of Rab44-KO mice compared with those in WT mice (**Figure 2A**, **Supplementary Table 1**). 

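Clca1 lies on chromosome 3 of GRCm38 from 145003817 to 145032776. It had 33407 counts (1725 CPM) in the OVA-induced WT library and 77 counts (3.95 CPM) in the OVA-induced Rab44-KO library, a log2FC of -8.77 (-9.11 to -8.45) or 437-fold lower. The normal libraries held 47 counts in WT and 108 in Rab44-KO lungs, a log2FC of 1.27 (0.77 to 1.80) in the opposite direction. Chil4, on the same chromosome from 106201490 to 106219507, had 7063 counts (365 CPM) in OVA-induced WT and 19 counts (0.975 CPM) in OVA-induced Rab44-KO lungs, a log2FC of -8.54 (-9.28 to -7.90) or 374-fold lower. It had 2 and 1 counts in the normal libraries, which allow no fold. No 150-base window of either transcript occurs in another gene. The largest moves among the alternatives were to -8.40 for Clca1 with TPM and to -8.11 for Chil4 with the trend with transcript length removed. Chil3, the neighboring family member, fell from 101647 to 17869 counts, a log2FC of -2.52. Among genes with at least 100 counts in the higher OVA-induced library, the 5 largest decreases by log2FC were those of Rab44, Mrgprg, Clca1, Chil4 and Igkv3-1. Mrgprg fell from 115 to 0 counts, at least 38.6-fold, and its place among these 5 rests on the prior count, since this bound is below the falls of Igkv2-137, Awat1 and Rnase2a. The 5 largest increases were those of Ighv5-16, Gm41846 (3.67), Cyp26b1 (3.56), Igkv1-133 (3.49) and Gm39957 (3.28). Cyp1a1 was also higher in OVA-induced Rab44-KO than in OVA-induced WT lungs, with a log2FC of 2.81 (2.26 to 3.41). Of the other genes named in Figure 2B, Rnase2a fell from 524 to 5 counts, Snap25 from 69 to 0 (at least 23.2-fold lower) and Rph3a from 32 to 0 (at least 10.7-fold lower). Awat1 fell from 331 to 3 counts, a 111-fold difference with an interval of 37.7 to 541.

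**Figure D1:**
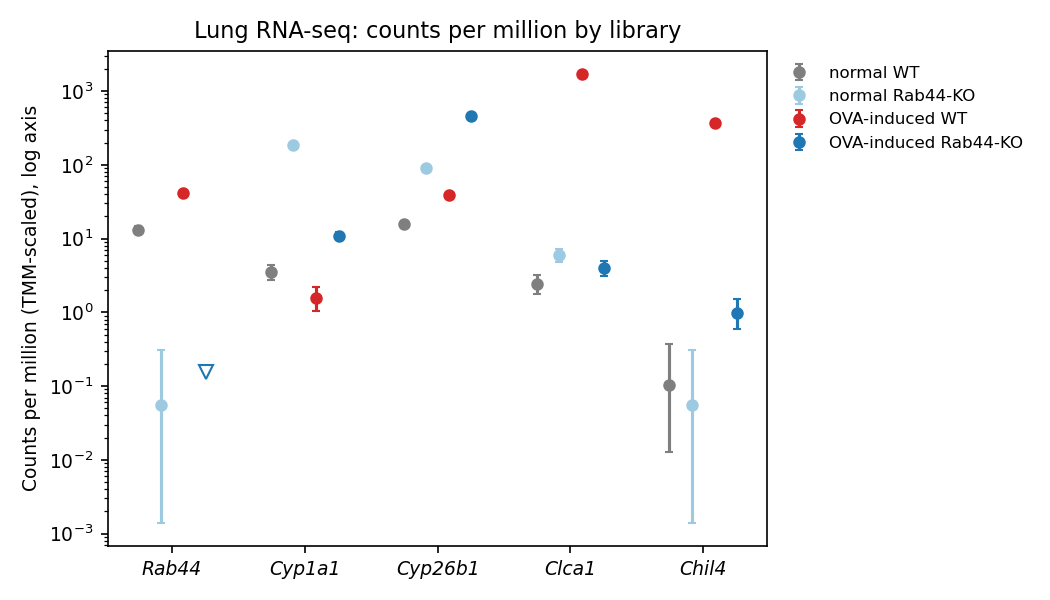
TMM-scaled CPM, on a log axis, of Rab44, Cyp1a1, Cyp26b1, Clca1 and Chil4 in the 4 libraries. Points are single libraries with exact 95% Poisson intervals that cover counting error only, and the open triangle stands at the floor of 3 counts for Rab44 at 0 counts in the OVA-induced Rab44-KO library. Clca1 stands at 1725 in OVA-induced WT and 3.95 in OVA-induced Rab44-KO lungs.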

Interestingly, under OVA-induced conditions, chloride channel accessory 1 (*Clca1*), which regulates chloride ion channels and mucus production in the airway epithelium, and chitinase-like 4 (*Chil4*), also known as *Ym2*, which is a marker of Th2-type and eosinophilic inflammation, were markedly downregulated in the lungs of Rab44-KO mice (**Figure 2B**, **Supplementary Table 2**). Moreover, several immunoglobulin-related genes, such as immunoglobulin heavy chain variable (*ighv*) and immunoglobulin kappa variable (*igkv*), were upregulated and downregulated, respectively, in the lungs of Rab44-KO mice compared with those in WT mice (**Figure 2B**, **Supplementary Table 2**). 

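Of 183 Ighv genes in the deposited table, 80 had at least 10 counts in the higher OVA-induced library. Their median log2FC was -1.66, with a 95% order-statistic interval of -2.27 to -1.16. More than 2-fold, 12 of them were higher and 50 lower in Rab44-KO than in WT lungs. The summed counts of these genes were 15362 in WT and 5507 in Rab44-KO lungs. Of 162 Igkv genes, 81 passed the same count minimum, with a median log2FC of -1.94 (-2.50 to -1.33), 5 over 2-fold higher and 55 over 2-fold lower. Their summed counts were 29630 and 7364. Both medians lay below all of 10000 random lists of the same size matched on mean expression, whose middle 95% ran from -0.21 to 0.21 for Ighv and from -0.21 to 0.15 for Igkv. Among members with at least 100 counts, 5 Ighv genes were over 2-fold higher and 26 lower of 40, and 1 Igkv gene was higher and 39 lower of 51. Setting the 3 Ighv genes with a 0 count to their bound left the median at -1.66. Of the alternatives, removal of the trend with transcript length, chosen after seeing the data, moved the medians most, to -0.88 for Ighv and -1.16 for Igkv. Of the variable genes named in Figure 2B, Ighv5-16 rose from 2 to 110 counts, a 54.6-fold difference with an interval of 14.8 to 457. Ighv13-2 rose from 4 to 95 counts, a log2FC of 4.52 (3.16 to 6.47), whereas Ighv1-84 fell from 33 to 0 counts, at least 11.1-fold. Igkv2-137 fell from 2249 to 18 counts, a log2FC of -6.96 (-7.73 to -6.31), although 43.5% of its 150-base windows also occur in Gm42889. Igkv3-1 fell from 557 to 3 counts, a 187-fold difference with an interval of 63.6 to 909.

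**Figure D2:**
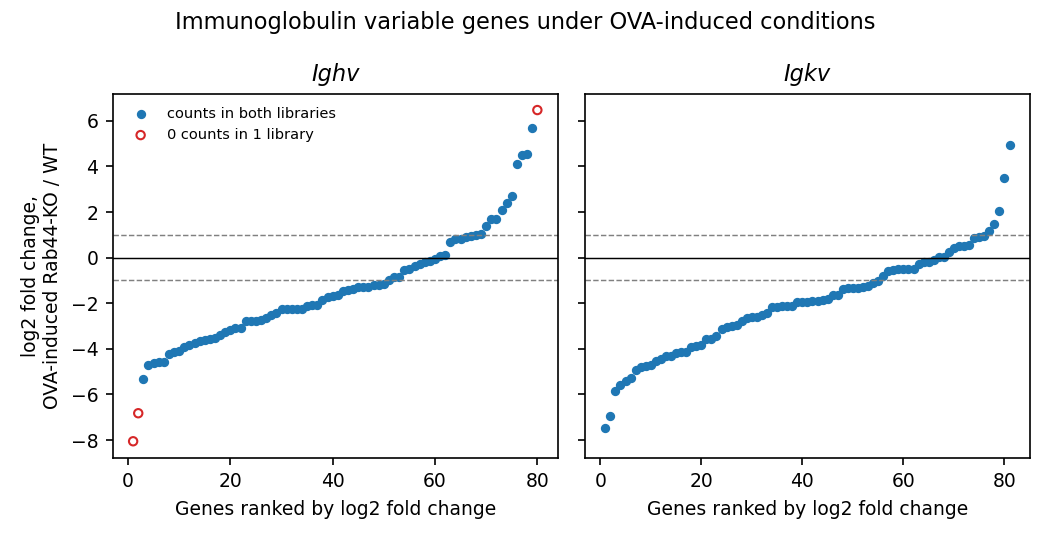
log2 fold change of OVA-induced Rab44-KO over OVA-induced WT lungs for 80 Ighv genes (left) and 81 Igkv genes (right), ranked on the horizontal axis. Each point is 1 gene compared between 2 libraries, open circles have 0 counts in 1 library, and dashed lines mark 2-fold. There are 50 Ighv and 55 Igkv genes under the lower line and 12 and 5 above the upper line.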

GO and KEGG functional enrichment analyses of the DEGs revealed that several pathways involved in immune and inflammatory responses were altered under OVA-induced conditions (**Figure 2D**, **Supplementary Table 4**), whereas some metabolism-related pathways were affected under normal conditions (**Figure 2C**, **Supplementary Table 3**). 

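The pathway lists of Supplementary Tables 3 and 4 name 232 genes for normal and 481 genes for OVA-induced conditions, and all of them were found in the deposited counts. The enrichment itself was not recomputed, and the values here are those of the listed genes in the libraries from which the paper chose them, so they are not independent evidence. Under normal conditions, the 4 pathways shown in Figure 2C list 34 genes, of which 25 had at least 10 counts in the higher library. Their median log2FC was 1.41 (1.16 to 1.74), 21 over 2-fold higher and 4 over 2-fold lower in Rab44-KO lungs, against -0.13 to 0.19 for the middle 95% of matched random lists. Of 10 genes listed for the metabolism of xenobiotics by cytochrome P450, 7 passed this minimum, all over 2-fold higher (median 1.74). Of 9 listed for drug metabolism by other enzymes, 7 passed, all over 2-fold higher (median 1.54). Among genes that passed, the estrogen signaling pathway had 5 higher and 3 lower. Viral protein interaction with cytokine and cytokine receptor had 5 higher and 1 lower. Besides Cyp1a1, the largest changes among genes with at least 100 counts were in Ces1g, from 172 to 675 counts (log2FC 2.04), Hspa1b (1.80), Hspa1a (1.62) and Ugt1a6a (1.54). Hspa1a and Hspa1b are paralogs and Ugt1a6a belongs to a gene family, and how the authors' counting split reads within such families is not known, so these counts are uncertain. Under OVA-induced conditions, all 20 genes listed for chemokine signaling and 21 of 23 listed for the phagosome passed the count minimum. Of these, 19 and 19 were over 2-fold lower in Rab44-KO lungs, with medians of -2.37 and -1.57. The former median was -2.24 with genes at 0 counts at their bound. Of 13 genes listed for cardiac muscle contraction, 11 passed, 7 of them over 2-fold higher and 4 lower. In 101 of the 232 genes and 78 of the 481 genes, neither library reached 10 counts.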

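Under OVA-induced conditions, the 5 leading pathways of Supplementary Table 4 list 52 genes, of which 50 had at least 10 counts in the higher library. Their median log2FC was -1.84 (-2.35 to -1.57), and 46 were over 2-fold lower and 4 over 2-fold higher in Rab44-KO than in WT lungs. The middle 95% of matched random lists ran from -0.22 to 0.23. The tallies by pathway cover the listed genes that passed the count minimum. Of these, 20 of 21 genes of viral protein interaction with cytokine and cytokine receptor were over 2-fold lower (median -2.35). So were 17 of 18 of rheumatoid arthritis (-1.56) and 33 of 35 of cytokine-cytokine receptor interaction (-2.12). The tally was 9 of 9 for asthma (-1.57) and 13 of 15 for IL-17 signaling (-2.35). With genes at 0 counts set to their bound, the medians of viral protein interaction, cytokine-cytokine receptor interaction and IL-17 signaling were -2.12, -2.03 and -2.13. The lists overlap. The 5 largest changes among genes with at least 100 counts in the higher library were in Ccl8, from 1226 counts in WT to 44 in Rab44-KO lungs (log2FC -4.81, -5.28 to -4.38), Muc5ac, from 649 to 41 (-3.99, -4.49 to -3.54), Cxcr1, from 1187 to 95 (-3.65, -3.97 to -3.35), Tnfrsf9, from 309 to 26 (-3.57), and Ccl20, from 109 to 12 (-3.18, -4.19 to -2.33). In the normal libraries, 43 genes of the list passed the count minimum with a median of 0.03, 8 over 2-fold higher and 2 lower. The median under OVA-induced conditions moved most with TPM, to -1.50.

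**Figure D3:**
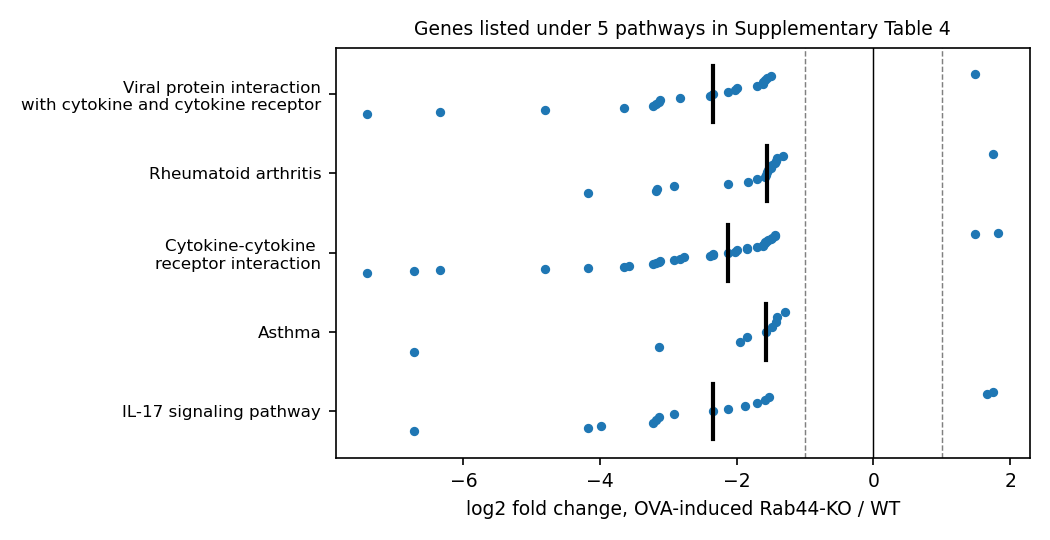
log2 fold change of OVA-induced Rab44-KO over OVA-induced WT lungs for genes of 5 pathways in Supplementary Table 4. Shown are the listed genes with at least 10 counts in the higher library. Each point is 1 gene compared between 2 libraries, black bars are medians and dashed lines mark 2-fold. Asthma has 9 genes, all under the lower line.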

Notably, under OVA-induced conditions, the top five enriched signaling pathways detected were viral protein interactions with cytokines and cytokine receptors, rheumatoid arthritis, cytokine-cytokine receptor interactions, asthma, and the IL-17 signaling pathway (**Figure 2D**, **Supplementary Table 4**). Thus, Rab44 deficiency affects several signaling pathways involved in the immune and inflammatory responses under OVA-induced conditions.

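The OVA response of each genotype, taken as OVA-induced over normal lungs, was compared on lists of marker genes. Mucus genes had a median log2FC of 3.90 over 11 genes in WT, or 3.49 with a gene at 0 counts set to its bound, and -0.26 over the 9 genes that passed the count minimum in Rab44-KO lungs. All 8 genes of type 2 macrophages passed in both genotypes, with medians of 4.14 in WT and 0.32 in Rab44-KO lungs, and so did 10 T cell genes, with 1.11 and 0.19. Neutrophil genes rose in both, by 2.62 over 8 genes in WT and 2.91 over 10 genes in Rab44-KO lungs, the latter being 2.69 with a gene at 0 counts at its bound. The sign of each of these medians was the same in all 7 alternative settings computed for them, removal of the length trend included. Of the 200 genes that rose most in WT lungs among those with at least 100 counts, chosen by that rise and with a median of 4.33, 121 were over 2-fold higher in OVA-induced than in normal Rab44-KO lungs, with a median of 1.71. From the enrichment of the genes that differed between WT and Rab44-KO lungs, the paper concludes that Rab44 deficiency affects signaling pathways of the immune and inflammatory responses under OVA-induced conditions.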

**Figure 2:**
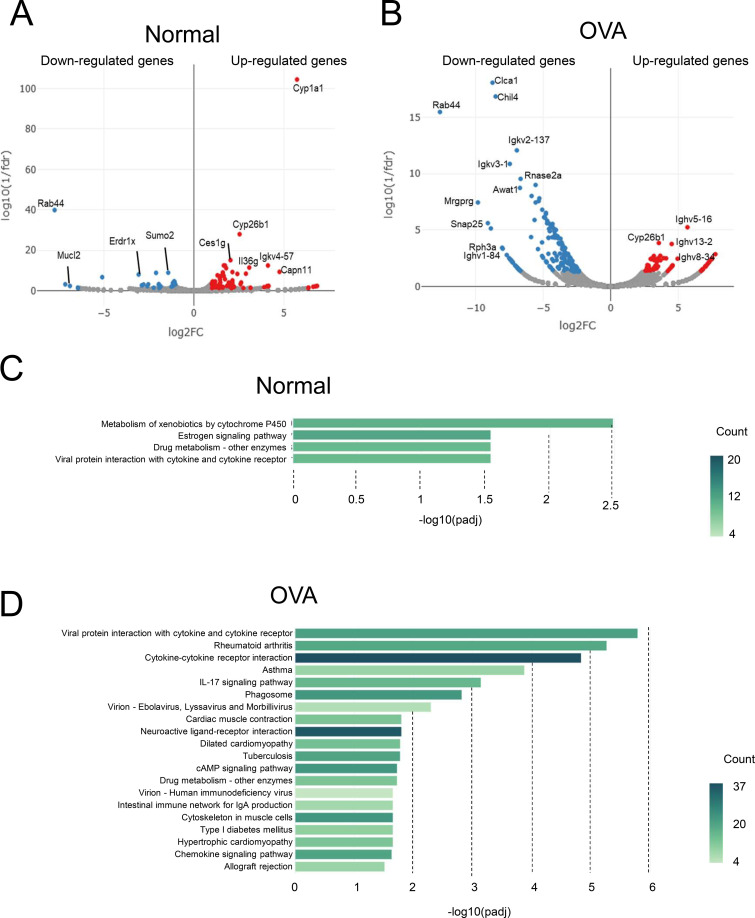
RNA-seq analysis of altered genes and pathways in the lungs of normal and OVA-induced mice. Total RNA was isolated from the lungs of normal and OVA-induced WT and KO mice. Sequencing data of the extracted RNA was analyzed as described in the “Materials and Methods”. Volcano plots of differentially expressed genes (DEGs) (WT vs. KO). Dysregulated genes are defined by the absolute value of the log2 (ratio to WT) with p-value. The cutoff criteria for differentially expressed genes. The criteria is |Expression variation ratio| > 1 and adjusted P-value < 0.05. Red: Up-expression genes, Blue: Down-expression genes. Gray: Other genes. **(A)** Normal conditions; **(B)** OVA-induced conditions. **(C, D)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the lungs of normal and OVA-induced WT and KO mice. **(C)** Normal conditions. **(D)** OVA-induced conditions.

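At a log2FC beyond 1, 519 genes were higher and 374 lower in normal Rab44-KO than in normal WT lungs, of 18718 with at least 10 counts in the higher library. Under OVA-induced conditions 1617 were higher and 1413 lower of 19259. With at least 100 counts, 44 were higher and 11 lower of 13166 under normal conditions, and 499 and 595 of 13704 under OVA-induced conditions. In simulated libraries, counting noise put 323 of the genes simulated without a change over 2-fold in the normal and 355 in the OVA-induced comparison, and none of them with at least 100 counts. The counting interval lay wholly beyond 2-fold for 51 higher and 19 lower genes under normal conditions and for 412 and 532 under OVA-induced conditions. With TPM, the OVA-induced comparison held 2602 higher and 777 lower genes, and TPM, which differs from the counts by 1 length per gene and 1 factor per library, shifts every log2FC of this comparison by 0.33 apart from the pseudocount. With the trend with transcript length removed, which was chosen after seeing the data, it held 1944 higher and 1016 lower genes. The paper's p-values were compared over the first 742 of 26113 rows of Supplementary Table 1 and the first 699 of the 7956 rows that the copy used here gives for Supplementary Table 2. A likelihood ratio test in edgeR with 1 common dispersion, estimated from the 2 libraries compared, gave the same p-values within 2.12e-06 on the log10 scale. This test compares the 2 libraries, not the conditions. At an adjusted p of 0.05 it calls 126 genes under normal conditions, 76 of them over 2-fold higher and 27 over 2-fold lower, and 228 genes under OVA-induced conditions, 56 over 2-fold higher and 172 over 2-fold lower. The dispersion corresponds to a coefficient of variation of 9.17% under normal and 30.7% under OVA-induced conditions. It was estimated with the WT and Rab44-KO libraries taken as replicates of 1 group. These values thus hold the difference between the 2 libraries and do not measure variation between mice.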

### 3.3 Rab44 deficiency attenuates immune responses in BALF in OVA-induced mice

We assessed cytokine production in the BALF of WT and Rab44-KO mice following OVA-induction. The levels of the Th2 cytokines, IL-5 and IL-13, produced in the BALF of Rab44-KO mice were significantly lower than those in WT mice following OVA-induction (**Figure 3A**). Moreover, the levels of IL-17A, a marker of Th17 responses, and IFN-γ, a marker of Th1 responses, in the BALF of Rab44-KO mice were also significantly lower in that of WT mice following OVA-induction (**Figure 3A**). Thus, Rab44 deficiency reduces a wide range of immune responses in BALF.

**Figure 3:**
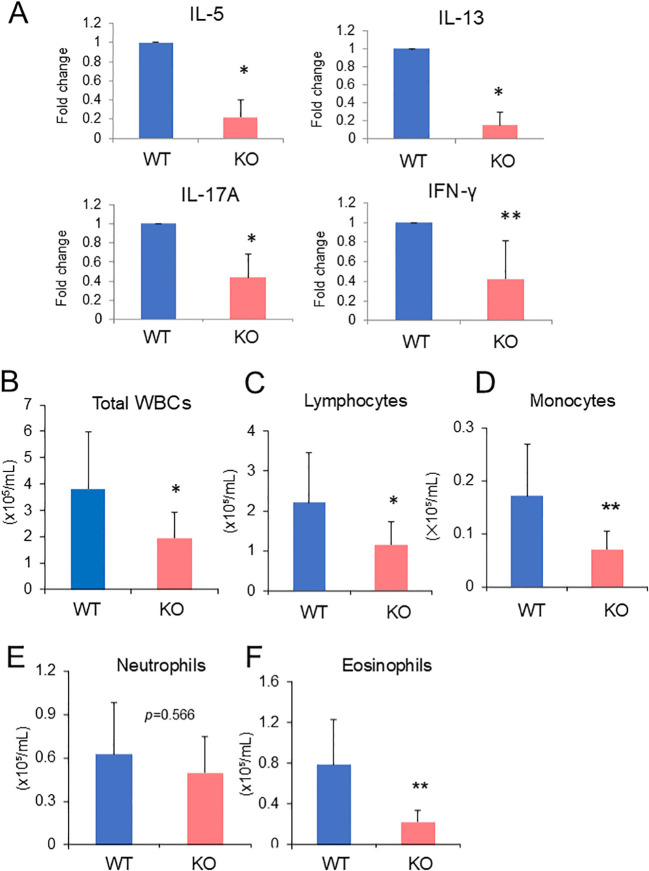
Immunological and cell biological analyses of the BALF of OVA-induced mice. **(A)** Cytokine production levels in the BALF of OVA-induced WT and Rab44-KO mice. Interleukin (IL)-5, IL-13, IL-17A, and interferon (IFN)-γ. **(B–D)** The numbers of total white blood cells (WBCs), lymphocytes, monocytes in the BALF of WT and Rab44-KO mice after OVA-induction using a hematology counter Thika (ARKRAY). WT, n = 8; KO, n =8 (8 mouse samples). **(E, F)** The numbers of neutrophils and eosinophils were identified in the BALF smears stained using Wright-Giemsa staining under a light microscope. n = 8; KO, n =8. (8 mouse samples) *p < 0.05, **p < 0.01. The Mann-Whitney U test was used.

We further analyzed the profiles of white blood cell types in the BALF of WT and Rab44-KO mice under OVA-induced conditions using a hematology counter and Wright-Giemsa staining. The white blood cell count in the BALF of Rab44-KO mice was significantly lower than in WT mice (**Figure 3B**). Moreover, the numbers of lymphocytes, monocytes, and eosinophils in Rab44-KO mice were significantly lower than those in WT mice (**Figures 3C, D, F**). However, the number of neutrophils did not significantly differ in the BALF of WT and Rab44-KO BALF samples (**Figure 3E**). These results indicate that Rab44 deficiency affects the infiltration of white blood cells into the BALF of mice. In particular, eosinophil infiltration into BALF of Rab44-KO mice was markedly impaired.

### 3.4 Rab44-KO eosinophils display aberrant differentiation

Next, we performed *in vitro* experiments using eosinophils cultured from bone-marrow cells of WT and Rab44-KO mice. When bone-marrow cells derived from WT and KO mice were cultured for 11 days, we found that eosinophil purity, assessed by Wright-Giemsa staining, was over 90% for both WT and Rab44-KO cells, with no morphological abnormalities (data not shown). To further examine differentiation into eosinophils, we analyzed the mRNA levels of several eosinophil marker genes in WT and Rab44-KO cells. The mRNA levels of IL-5Rα, CCR3 (mature eosinophil markers), and CD11b (a myeloid cell marker), were significantly lower than those in WT cells (**Figures 4A–C**). The mRNA levels of Ly6G (a granulocyte marker) between WT and Rab44-KO cells were similar (**Figure 4D**). However, the mRNA levels of CD62L (a marker for eosinophil subpopulations), were significantly higher than those in WT cells (**Figure 4E**). These results indicate that Rab44-deficient bone-marrow cells exhibit aberrant differentiation into eosinophils.

**Figure 4:**
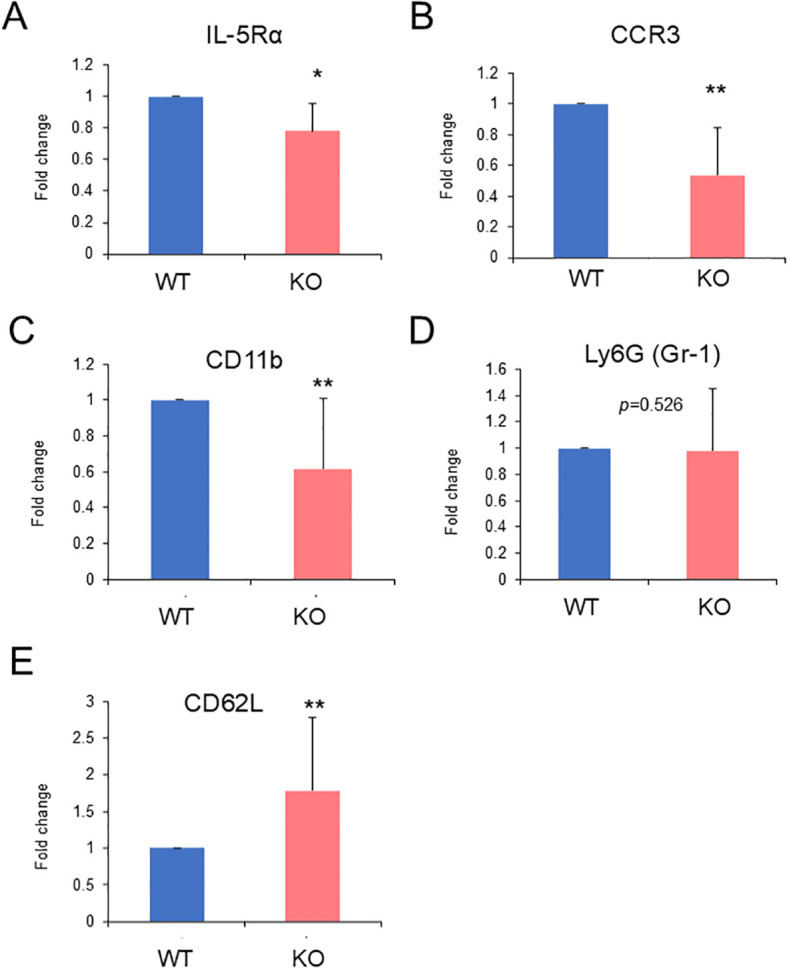
Comparison of mRNA levels of various eosinophils marker molecules in bone marrow cells. Bone marrow cells were cultured with Dulbecco’s medium (IMDM) containing 10% fetal bovine serum in the presence of 100 ng/mL Flt3L and 100 ng/mL SCF for 4 days and subsequently added with 10 ng/mL IL-5 for 7 days. After mRNA isolation from these cells, RT-PCR was performed. **P < 0.01, compared with the WT cells. The data are represented as mean ± SD of values from more than six independent experiments. **(A)** IL-5Rα, **(B)** CCR3, **(C)** CD11b, **(D)** Ly6G, and **(E)** CD62L. *p < 0.05, **P < 0.01; compared with WT cells. The Mann-Whitney U test was used.

### 3.5 Rab44-KO eosinophils exhibit impaired degranulation of EPX but not MBP

To investigate the effects of Rab44 on eosinophil degranulation, we measured the levels of EPX and MBP released. Eotaxin and RANTES are chemokine ligands that promote the degranulation of intracellular granules in eosinophils (25). In addition, the A23187 calcium ionophore, which is triggered by Ca^2+^ influx, promotes the secretion of granule contents (26). When WT and Rab44-KO eosinophils were stimulated with eotaxin, RANTES, or A23187, the secretion levels of EPX in Rab44-KO eosinophils were significantly lower than those in WT cells (**Figures 5A–C**). In contrast, the secretion levels of MBP from the secretory granules in WT and Rab44-KO eosinophils were similar (**Figures 5D–F**). These results indicate that Rab44-KO eosinophils exhibit impaired degranulation of EPX, but not MBP.

**Figure 5:**
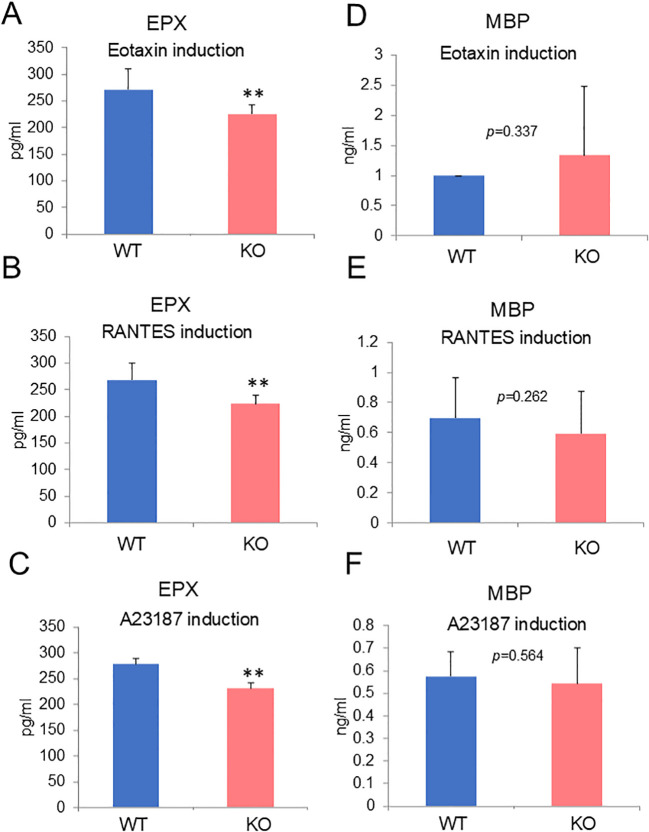
Secretion levels of EPX and MBP from bone marrow eosinophils. Bone marrow eosinophils (5 × 10^5^ cells) were seeded on plastic wells and subsequently stimulated with eotaxin (100 ng/mL), RANTES (100 ng/mL), or A23187, a Ca^2+^ ionophore, (5 μg/mL), and further incubated at 37 °C for 2 h. The collected samples were centrifuged at 52.5 × *g*, 4 °C, for 10 min. EPX or MBP levels in the supernatants were analyzed using ELISA. Data are represented as the mean ± S.D. from four independent experiments. **(A–C)** EPX, **(D–F)** MBP, **(A, D)** Eotaxin stimulation; WT: n = 8; Rab44-KO: n = 8 (samples of eosinophils).**p < 0.01; **(B, E)** RANTES stimulation. WT: n = 8; Rab44-KO: n =8 (samples of eosinophils). **p < 0.01; **(C)** and **(F)** A23187 stimulation WT: n = 6; Rab44-KO: n = 6 (samples of eosinophils), **p < 0.01. The Mann-Whitney U test was used.

### 3.6 Rab44-KO eosinophils exhibit reduced cell adhesion ability and decreased surface levels of adhesion receptors

To investigate whether Rab44 is involved in receptor expression, we analyzed the ability of both cell types to adhere to PBS- and fibronectin-coated plastic plates. After 60 min, the number of bound Rab44-KO eosinophils was significantly lower than that of WT eosinophils (**Figure 6A**). Moreover, at a longer incubation period (120 min), similar results were observed in WT and Rab44-KO eosinophils (**Figure 6B**). However, both types of eosinophils showed minimal binding to the control plates (**Figure 6A, B**).

**Figure 6:**
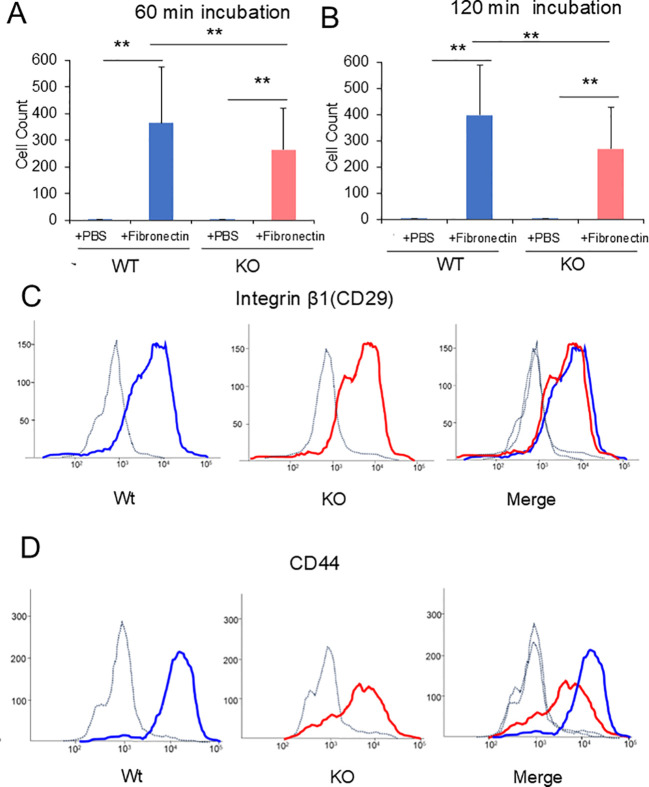
Cell adhesion and surface levels of adhesion receptors in bone marrow eosinophils. **(A, B)** Bone marrow eosinophils (1 × 10^5^ cells) were added to fibronectin-treated plastic wells and subsequently incubated at 37 °C for 60 **(A)** or 120 min **(B)**. After washing, the bound cells were fixed with 4% paraformaldehyde and subsequently stained with 5% Coomassie Brilliant Blue. The number of stained cells per the same area were counted using a light microscope. WT: n = 5; Rab44-KO: n = 5 (samples of eosinophils); **p < 0.01. Data are representative of six independent experiments. **(C, D)** The surface of the bone-marrow eosinophils (1 × 10^5^ cells) was stained with FITC-labeled antibodies for integrin β1(CD29) **(C)** or CD44 **(D)** and then analyzed using flow cytometry. Data are representative of five independent experiments. The Tukey-Kramer method was used.

We further analyzed the surface expression of two types of cell-adhesion receptors, integrin β1(CD29) and CD44. Integrin β1 is known to be expressed on the surface of eosinophils and is associated with fibronectins and other matrix proteins, whereas CD44 is a transmembrane glycoprotein that regulates cell-matrix interactions via binding to hyaluronic acid and fibronectin (27, 28). Flow cytometric analysis revealed that the surface expression of integrin β1 was slightly lower in Rab44-KO eosinophils than in the WT cells, although this difference was not statistically significant. (**Figure 6C**). The surface levels of CD44 in Rab44-KO eosinophils were markedly lower than those in WT cells (**Figure 6D**). However, the surface expression of integrin β2 (CD18) in Rab44-KO eosinophils was comparable to that in WT cells (data not shown). Taken together, the reduced cell adhesion ability of Rab44-KO eosinophils is likely due to decreased surface levels of their cell-adhesion receptors.

### 3.7 Rab44-KO eosinophils display decreased chemotaxis and reduced surface levels of chemokine receptors

To examine chemotaxis and chemokine receptors in eosinophils, we analyzed the chemotactic responses of eosinophils in WT and Rab44-KO mice. In response to RANTES, the number of Rab44-KO eosinophils migrating from the upper to the lower chamber was significantly lower than that of WT eosinophils (**Figure 7A**). Similar results were observed for WT and Rab44-KO eosinophils in experiments with additional FBS, although the number of migrating cells was decreased (**Figure 7B**).

**Figure 7:**
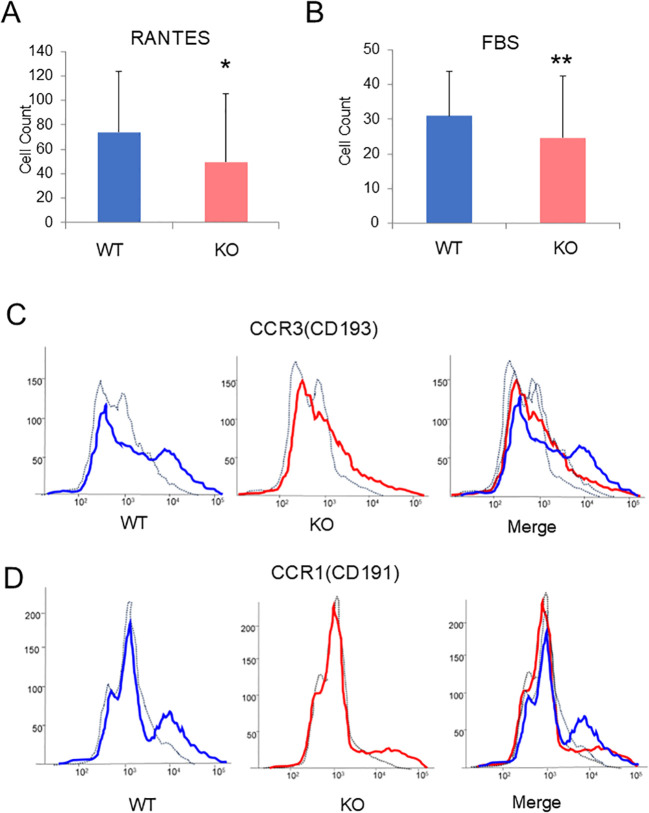
Chemotaxis and surface levels of chemokine receptors in bone marrow eosinophils. Bone marrow eosinophils were washed and resuspended in IMDM without FBS as the control medium. **(A, B)** Migration of cells in response to 10% FBS or 200 ng/mL RANTES was assessed in a 24-well Transwell chemotaxis chamber. The chambers were incubated at 37 °C for 120 min. Cells that migrated to the lower well were fixed with 4% paraformaldehyde, stained with 5% Coomassie Brilliant Blue, and counted using a light microscope. The data are means ± SD for four independent experiments. WT: n = 4; Rab44-KO: n = 4 (samples of eosinophils) * *p < 0.05*, ** *p < 0.01.* **(C, D)** The surface of bone marrow eosinophils (1 × 10^5^ cells) was stained with FITC-labeled antibodies for CCR3 (CD193) **(C)** or CCR1 (CD191) **(D)** and analyzed using flow cytometry. Data are representative of five independent experiments. The Mann-Whitney U test was used.

To evaluate the cell surface levels of chemokine receptors, we examined the surface expression of CCR3 (CD193), a major eosinophil chemokine receptor, and CCR1 (CD191), a chemokine receptor for several ligands including CCL3 and CCL5, using flow cytometry. As shown in **Figure 7C, D**, Rab44-KO eosinophils exhibited significantly lower levels of both CCR3 and CCR1 than WT cells. These results indicate that the decreased chemotaxis in Rab44-KO eosinophils is probably at least partly due to low surface levels of chemokine receptors.

## 4 Discussion

In this study, we demonstrated that Rab44 deficiency impairs OVA-induced allergic airway inflammation. Histopathological analyses revealed that, compared with WT mice, Rab44-KO mice showed decreased inflammatory reactions in the peribronchial and perivascular areas of the lungs under following OVA induction. RNA-seq analysis indicated that Rab44 deficiency affected several signaling pathways involved in immune and inflammatory responses in the lungs of OVA-induced mice. Biochemical analysis showed that Rab44-KO mice displayed reduced immune responses and decreased eosinophil infiltration in BALF under OVA-induced conditions. In *in vitro* experiments with cultured eosinophils, Rab44-KO eosinophils exhibited aberrant differentiation and impaired release of EPX but not MBP. Rab44-KO eosinophils exhibited decreased cell adhesion and chemotaxis. Consistent with these findings, Rab44-KO eosinophils showed reduced levels of surface adhesion and chemokine receptor levels. Therefore, Rab44 deficiency may impair the development of OVA-induced allergic airway inflammation by modulating immune responses and eosinophil functions.

The finding that Rab44 deficiency reduces immune responses in allergic airway inflammation is consistent with previous *in vivo* studies showing that Rab44-KO mice exhibited decreased allergic responses, including anaphylaxis and nickel-induced hypersensitivity (18, 19). Transcriptomic analysis of patients with atopy and atopic asthma revealed that the expression levels of Rab44 in these patients were higher than those in healthy individuals (29). Moreover, a genetic study of autoimmune diseases showed that a missense mutation in *Rab44* has been identified in patients with CD4-lymphoproliferative disease (30). Taken together, Rab44 deficiency appears to impair immune responses, regardless of allergic or autoimmune disease status.

RNA-seq analysis indicated that Rab44 deficiency affected several signaling pathways involved in immune and inflammatory responses in the lungs of OVA-induced mice. However, these changes likely reflect secondary consequences of attenuated inflammation in Rab44-KO mice, rather than direct mechanistic effects To further delineate Rab44-specific functions, we focused on the gene sets associated with cellular trafficking and immune cell migration. Notably, several genes involved in receptor internalization and chemokine signaling were differentially expressed under OVA-induced conditions. 

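The deposited table annotates 52 genes with receptor internalization, and 49 of them had at least 10 counts in the higher OVA-induced library. Their median log2FC was 0.09 (-0.04 to 0.26), 2 over 2-fold higher and 3 over 2-fold lower in Rab44-KO lungs. This median stood at percentile 87.2 of matched random lists, inside their middle 95% of -0.20 to 0.17. With TPM, which shifts the whole comparison upward, it was 0.42. Among members with at least 100 counts, the largest changes besides that of Cxcr1 were in Adm, from 161 to 433 counts (log2FC 1.42), Fcer1g, from 1398 to 571 (-1.30), Itgb2 (-0.96) and Calcrl (0.87). The term chemokine-mediated signaling pathway is attached to 58 genes, of which 53 passed the count minimum. Their median was -1.05 (-1.50 to -0.57), 2 over 2-fold higher and 27 over 2-fold lower, below all of 10000 matched random lists, whose middle 95% ran from -0.25 to 0.18. It was -0.69 with the trend with transcript length removed. Besides Ccl8 and Cxcr1, the largest changes at that count minimum were in Tff2, from 389 to 37 counts (-3.40), Ccl11, from 965 to 110 (-3.14), and Cxcl9, from 105 to 12 (-3.13).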

Given that Rab proteins are key regulators of intracellular trafficking, these transcriptional changes suggest that Rab44 deficiency may impair the proper localization or recycling of surface receptors required for eosinophil function. This interpretation is consistent with our hypothesis that Rab44 regulates eosinophil trafficking. The altered expression of chemokine-related genes may influence CCR3-mediated signaling and downstream migratory responses, thereby contributing to the reduced eosinophil accumulation observed in the airway. Moreover, the involvement of immunoglobulin variable genes and viral interaction pathways may have secondary effects on B cells and other immune-related cells. Thus, rather than representing generic inflammatory signatures, the RNA-seq data provide indirect evidence that Rab44 modulates immune cell dynamics through trafficking-dependent mechanisms.

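Ccr3, the eotaxin receptor, lies on chromosome 9 of GRCm38 from 124021972 to 124031689. It had 114 counts in normal WT, 153 in normal Rab44-KO, 490 in OVA-induced WT and 94 in OVA-induced Rab44-KO lungs. Its log2FC of Rab44-KO over WT was 0.50 (0.14 to 0.86) under normal and -2.39 (-2.73 to -2.07) under OVA-induced conditions. The counting interval of the eotaxin Ccl11 (chromosome 11, 82057823 to 82062955) was -3.44 to -2.86 under OVA-induced conditions, and Ccl24 (chromosome 5, 135569937 to 135573049) fell from 114 to 16 counts, a log2FC of -2.83 (-3.70 to -2.08). Of 8 eosinophil markers with at least 10 counts, Ccr3 included, 7 were over 2-fold lower and the median was -2.35. The 10 genes listed as eosinophil surface molecules, among them Ccr3 and Il5ra of the marker list, had a median of -0.14, 5 higher and 5 lower, and this median was 0.18 with TPM. These values are from whole lung RNA and do not separate expression per cell from the number of cells.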

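Genes whose symbols begin with Igh, Igk or Igl, with Jchain, took 0.0376% of the counts in normal WT, 0.0442% in normal Rab44-KO, 1.08% in OVA-induced WT and 0.305% in OVA-induced Rab44-KO lungs. From normal to OVA-induced lungs, the median Ighv gene rose by a log2FC of 5.22 over 71 genes in WT and 3.50 over 66 genes in Rab44-KO mice, and the median Igkv gene by 5.05 over 78 and 2.92 over 66 genes. With genes at 0 counts set to their bound these medians were 4.74 and 2.94 for Ighv and 4.46 and 2.76 for Igkv. All 8 B cell genes listed were lower in OVA-induced Rab44-KO than in OVA-induced WT lungs, 1 of them over 2-fold, with a median of -0.57 against -0.46 to 0.32 for the middle 95% of matched random lists. In the normal libraries their median was also lower, at -0.34, below all matched random lists (-0.15 to 0.15). Of 8 plasma cell genes, 7 were lower, 4 over 2-fold, with a median of -0.89. Over the scalings tried, the OVA-induced medians stayed between -0.59 and -0.24 for B cell genes and between -0.90 and -0.48 for plasma cell genes.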

Experiments examining the expression levels of eosinophil markers demonstrated that Rab44-KO eosinophils exhibited aberrant differentiation, characterized by decreased mRNA expression of IL-5Rα, CCR3, and CD11b, and increased expression of CD62L. Since CD62L serves as a marker for eosinophil subpopulations, with CD62L-high identifying resident eosinophils (rEos) and CD62L-low or -negative identifying inflammatory eosinophils (iEos) (31), these data suggest that Rab44-KO eosinophils may display a more resident-like and less inflammatory phenotype compared to WT cells. Thus, these findings raise the possibility that Rab44 influences eosinophil differentiation rather than causing intrinsic defects in mature eosinophils. We have previously shown that Rab44 is involved in the differentiation of osteoclasts and myoblasts (11, 14, 15). In osteoclast differentiation, Rab44 regulates lysosomal pH and Ca^2+^ influx (11), whereas in myoblast differentiation, Rab44 modulates mTORC1 signaling and the cell surface transport of fusion-related proteins (14, 15). Based on these findings, it will be important to elucidate the molecular mechanisms underlying eosinophil differentiation mediated by Rab44.

Regarding secretion experiments, Rab44 deficiency affects the release of EPX, but not MBP. Previous morphological studies have shown that EPX localizes predominantly within the surrounding granule matrix, whereas MBP is primarily distributed within the crystalloid core of eosinophil granules (32–34), suggesting differential secretion of EPX and MBP. Eosinophils exhibit three main modes of degranulation: piecemeal degranulation, classical exocytosis, and cytolysis (4, 35). Piecemeal degranulation involves selective release via vesicular transport in which EPX is preferentially released, whereas MBP is released less readily (36, 37). In contrast, classical exocytosis and cytolysis release both EPX and MBP, respectively. Thus, Rab44 may be involved in piecemeal degranulation. Interestingly, human Rab44 in eosinophils has been reported to localize in crystalloid granules in both unstimulated and IL-33-stimulated cells and translocate to the nucleopod after stimulation with IL-5 (38). Furthermore, a previous phospho-proteomic analysis indicated that Rab44 was highly phosphorylated upon prolonged stimulation (20 h) with IL-3 (39) or brief stimulation (10 min) with IL-33 (38), whereas it showed comparatively lower levels of phosphorylation after acute stimulation (5 min) with IL-5 (40). Therefore, our findings may contribute to understanding of eosinophil degranulation regulated by Rab44.

Moreover, our findings indicated that Rab44-KO eosinophils showed reduced cell adhesion and chemotaxis. To date, research on the regulation of eosinophil adhesion receptors and chemokine receptors by Rab proteins remains limited (41). Studies on the involvement of Rab proteins in eosinophils have primarily focused only on degranulation mediated by Rab27A. Peripheral blood eosinophils derived from Rab27A mutant *Ashen* mice exhibited defective EPX secretion both *in vitro* and *in vivo* (42, 43). Because Rab27A is involved in receptor trafficking in other immune-related cells (44, 45), it may also be responsible for receptor trafficking in eosinophils, similar to Rab44. Taken together, these findings suggest that Rab44 regulates the expression of chemokines and integrin receptors, thereby decreasing chemotaxis and cell adhesion ability.

In summary, Rab44-KO mice exhibit reduced inflammatory reactions in the peribronchial and perivascular areas of the lungs under OVA-induced conditions. Consistent with these findings, RNA-seq analysis indicated that Rab44 deficiency affected several signaling pathways involved in the immune and inflammatory responses in the lungs of OVA-induced mice. Rab44-KO eosinophils exhibit reduced cell adhesion and chemotactic abilities, with decreased surface levels of their receptors. Thus, loss of Rab44 may attenuate OVA-induced allergic airway inflammation by modulating immune responses and eosinophil function.

### 4.1 Limitations of the study

In the present study, we conducted *in vivo* experiments using Rab44-KO and WT mice sensitized with OVA to investigate allergic airway inflammation. In addition, we performed *in vitro* experiments using cultured eosinophils. However, our study has several limitations. First, our experiments were primarily conducted using a murine model. Further studies are required to confirm whether similar mechanisms are observed in human patients or cells. Second, total lung RNA was analyzed, not sorted or single cells in the RNA-seq analysis. Third, as the *in vitro* analysis of asthma-related immune cells was limited to eosinophils, it is necessary to include analyses of other immune cell populations. Finally, changes in gene expression in the lungs were analyzed at the transcript level; however, protein-level validation was not fully conducted.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: NCBI SRA/Bioproject, accession PRJNA1466819 and NCBI GEO, accession GSE331548.

How the deposited data were processed for this re-analysis (not part of the article)

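Lung RNA-seq was analysed in 4 libraries, 1 for each of normal WT, normal Rab44-KO, OVA-induced WT and OVA-induced Rab44-KO mice. Each library was assigned to its condition by its label and the paper's methods. Mice per library are not named in the paper's text. BALF, histology and cultured eosinophil measurements were not analysed here.

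The authors sequenced 150-bp paired-end reads, trimmed them, aligned them to GRCm38 with HISAT2 and counted reads per gene with featureCounts, and deposited the raw counts, which are whole numbers. Libraries were made with a directional kit. The versions of these tools and the handling of strand and of reads with several matches are not named in the paper's text. The authors also deposited TPM, which sum to the same total in every library. Over 15583 genes with more than 20 counts in every library, the ratio of counts to TPM differed between libraries only by 1 factor per library, so TPM is the counts rescaled by 1 length per gene. These lengths correlate with GENCODE M21 transcript lengths (Spearman's rho 0.766 across 14293 genes). Gene starts in the deposited table equal those of the GRCm38 RefSeq annotation for 1.92% of 39298 matched genes, so printed positions are from GENCODE M21 on GRCm38 and no coordinates were converted. Differential expression by the authors is described as DESeq2, and enrichment as Cluster Profiler.

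Counts were analysed with edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Library sizes were scaled by TMM over the 4 libraries, with factors from 0.973 to 1.02. The log2FC is the log2 ratio of CPM with a prior count of 0.125 scaled to library size, among genes with at least 10 counts in the higher library. Genes beyond a log2FC of 1 were counted as over 2-fold. A comparison of 2 libraries has no residual degrees of freedom. An additive fit of genotype and OVA induction over the 4 libraries, which would leave 1 residual degree of freedom by taking the genotype difference as the same in both conditions, was not run, and no p-value was computed for a condition. Each ratio has an exact 95% Clopper-Pearson interval and each CPM an exact Poisson interval, and both cover counting error only. A 0 count was compared at a floor of 3 counts per library, and list medians were also taken with such genes at that bound. List medians have an order-statistic interval and a percentile among 10000 random lists of the same size, matched in 20 bins of mean expression (seed 44). The 10 genes with most counts took 6.07% to 7.40% of a library.

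The steps were tested on simulated counts drawn from the real means and library sizes over 41079 genes. All 200 genes changed by known folds were recovered over 2-fold in both comparisons. Those folds were set well above 2-fold, and the simulated counts carried counting noise only. Recovery was therefore nearly assured and does not cover changes near 2-fold or differences between mice. Counting intervals covered the true value for 95.6% of genes in the normal and 95.4% in the OVA-induced comparison.

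The rule for naming genes takes every gene that the text or Figures 2A and 2B name for these libraries, the 5 genes with the largest log2FC per direction and comparison with at least 100 counts in the higher library, members of the marker lists, and the 5 members with the largest absolute log2FC and at least 100 counts in each pathway or annotation list. Marker lists cover eosinophils and their surface molecules, mucus, type 2 macrophages, cytokines, T, B and plasma cells, neutrophils, alveolar, club, ciliated and mesothelial cells, heart muscle, salivary gland, pituitary, sex-linked genes, the circadian clock, targets of the aryl hydrocarbon receptor and of NRF2, immediate-early, heat shock and housekeeping genes. Alternatives were DESeq2 size factors, total counts only, TMM on the 2 compared libraries, TMM without immunoglobulin genes, a prior count of 2, the log2 ratio of TPM with a pseudocount of 0.1, counts thinned to the smallest library, count minimums of 1 and 50, an absolute log2FC above 2, and intervals wholly beyond 2-fold. Removal of a running median of log2FC along transcript length, over windows of 501 genes, was added after seeing the data.

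The p-values in the rows held of Supplementary Tables 1 and 2 were compared with 9 edgeR settings on the 2 libraries of each comparison. Shared 150-base windows between transcripts of different genes were counted in GENCODE M21 transcripts. Enrichment was not recomputed.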

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

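The test of clock genes for Dbp was chosen before its result was seen, and the other tests in this part only afterwards. With 1 library per condition, none of the differences below was tested between animals.

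Clca1 moved in opposite directions in the 2 comparisons, which makes the genotype difference differ between groups. Its log2FC of Rab44-KO over WT was 1.27 in normal lungs and -8.77 in OVA-induced lungs, and the difference between these was not tested against any spread between mice. The normal value rests on 47 and 108 counts, and no 150-base window of Clca1 is shared with another gene. Removal of the trend with transcript length left the OVA-induced value at -8.62, which argues against length bias as the whole cause. What stays open is whether the mice of the OVA-induced Rab44-KO library responded weakly to OVA for reasons unrelated to genotype. The 9 mucus genes with at least 10 counts had a median log2FC of -0.26 from normal to OVA-induced Rab44-KO lungs, as such a weak induction would give, but an effect of the genotype would give the same value, so these cannot be told apart with 1 library per condition. The genotype difference stays among the open explanations as untested.

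In all, 116 of 18233 genes with at least 10 counts in both comparisons were over 2-fold in opposite directions in normal and OVA-induced lungs, against 42.0 if the comparisons were unrelated, and this difference between conditions was not tested. Another 188 genes were over 2-fold in the same direction, against 44.3. Both expected numbers take every gene as equally likely to exceed 2-fold. Genes with few counts exceed it more often in both comparisons, so unrelated comparisons would overlap more than this, and the excess is overstated. Among 12971 genes with at least 100 counts in the higher library of both comparisons, 10 moved in opposite directions and 18 in the same direction. Simulated counting noise put no unchanged gene with at least 100 counts over 2-fold, so noise in unchanged genes is argued against as the source of those 10. Counting error does not leave each of the 10 surely over 2-fold, since only 8 of all 116 genes had both counting intervals beyond it. The interval of Clca1 in normal lungs, 0.77 to 1.80, includes values under 2-fold. Of the genes named by size, Slc7a11 (2.15 in normal and -1.17 in OVA-induced lungs) and Ppbp (-1.16 and 1.49) are among the 10. Differences between the mice sampled and an interaction of genotype with OVA stay open.

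Y-linked genes, which the paper does not discuss, had counts in all 4 libraries although the paper describes female mice. Ddx3y had 1942 counts in normal WT, 1772 in normal Rab44-KO, 1536 in OVA-induced WT and 2216 in OVA-induced Rab44-KO lungs. Uty, Kdm5d and Eif2s3y were also far above the floor of 3 counts in each library, the lowest being 363 for Uty. Reads of X-linked homologs assigned to the Y-linked copies are argued against, since 0 of 20300 windows of 150 bases in these 4 transcripts occur in another gene. A mix-up of 1 library is argued against by the presence of these counts in all 4. A lowest Ddx3y count of 1536 is consistent with male mice contributing to every library. Xist had 41, 40, 538 and 72 counts in the same order of libraries. For male mice, a fall of Xist with rising Y-linked counts was also looked for, and it was not seen. The summed Y-linked genes had 174, 225, 214 and 253 CPM in that order, against 2.14, 2.19, 27.8 and 3.69 CPM of Xist. Libraries of male mice only would show no such relation, so this check decides nothing. The 538 Xist counts in OVA-induced WT lungs are above the other libraries, and no explanation of them was tested.

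Dbp, a clock output gene outside those the paper discusses, had 4881 counts in normal WT, 4802 in normal Rab44-KO, 1278 in OVA-induced WT and 74 in OVA-induced Rab44-KO lungs. Its log2FC of Rab44-KO over WT was 0.05 under normal and -4.12 under OVA-induced conditions. Of the 9 other output genes listed, 7 were lower in OVA-induced Rab44-KO lungs, 3 of them over 2-fold, with a median of -0.61, while Per1 (0.61) and Per2 (0.41) were higher. All 4 genes of the opposite phase were higher, with a median of 1.24. In the normal comparison these medians were 0.08 and 0.25. The values are consistent with a different time of day of tissue collection for the OVA-induced lungs. From normal to OVA-induced lungs, all 9 output genes fell and all 4 opposite genes rose in both genotypes, so inflammation may also contribute. With the trend with transcript length removed, the median over all 10 output genes moved from -0.69 to -0.96. That of the 4 opposite genes moved from 1.24 to 0.80, so the length trend may account for part of their rise. Neither median changed sign, which argues against length bias as the whole cause. Over all alternative settings the median of the 10 output genes stayed between -0.96 and -0.36. An effect of the genotype on the clock stays open and untested.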

How the results depend on the processing

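Removal of the trend with transcript length was chosen only after the data were seen; the other alternatives were set before the data were examined. No paired analysis was possible because each condition has 1 library, so the groups compared share fewer than 2 replicate numbers. There was no replicate to leave out, and an additive fit of genotype and OVA induction over the 4 libraries was not run.

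Scaling by DESeq2 size factors, total counts, TMM on the 2 compared libraries, TMM without immunoglobulin genes, a prior count of 2 and thinning to the smallest library kept each of the 4 gene counts within 1.5 times, and the Rab44, Cyp1a1, Cyp26b1, Clca1 and Chil4 values and the 6 list medians within their intervals. No main result changed direction under any alternative.

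The counts of genes over 2-fold depend on the count minimum and the threshold by construction. With at least 1 count, 3068 genes were higher and 2521 lower under normal conditions, and 4404 and 3552 under OVA-induced conditions. With at least 50 counts these were 75 and 26, and 754 and 791. With the counting interval wholly beyond 2-fold they were 51 and 19, and 412 and 532. With an absolute log2FC above 2 they were 106 and 74, and 350 and 413.

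With TPM, 2602 genes were higher and 777 lower under OVA-induced conditions, against 1617 and 1413 with TMM-scaled counts. TPM is the counts divided by 1 length per gene and 1 factor per library, so by construction it shifts every log2FC of this comparison by 0.33, apart from its pseudocount. The medians became -1.50 for the genes of the 5 leading pathways and 0.42 for receptor internalization genes, and Clca1 became -8.40. Relative to that shift the receptor internalization genes stay near the other genes. Rab44 became -7.73 under OVA-induced conditions, where the pseudocount of 0.1 bounds a gene at 0 by construction. Removal of the length trend gave medians of -0.88 for Ighv, -1.16 for Igkv and -1.55 for the 5 pathways. These moves follow from taking off the median log2FC at each gene's length.

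Over the other 217 named genes, 136 of 402 values were over 2-fold. Of these, 136 stayed so in the same direction with DESeq2 size factors, 134 with total counts, 129 with a prior count of 2, 118 with TPM and 122 with the length trend removed, and none reversed.

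Depth limits genes with few counts. A floor of 3 counts is 0.154 to 0.164 CPM, and 323 and 355 simulated unchanged genes with at least 10 counts were over 2-fold in the normal and OVA-induced comparisons, but none with at least 100 counts.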

Differences from the paper's values

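The copy of Supplementary Table 2 used here gives 7956 rows as the paper's table size, of which 699 are held, and the smallest absolute log2FC among these is 1.72. With at least 10 counts in the higher library, 3030 genes were over 2-fold under OVA-induced conditions. Of the alternatives set before the data were examined, a minimum of 1 count gives 7956 genes, equal to the paper's number, and none of the others reaches it, their values lying between 763 and 3379. Setting this table beside the genes over 2-fold, rather than the 26668 genes with at least 1 count, was chosen after the values were seen. For Supplementary Table 1, set beside all genes with at least 1 count, both numbers are 26113. With TMM-scaled counts, no log2FC of a gene named in Figures 2A and 2B that the parts held of the tables give differed by more than its counting interval.

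Figure 2B labels a gene Ighv8-34. No entry of the deposited table analysed here has that symbol. Igkv8-34, chosen after its values were seen, had 1 count in OVA-induced WT and 35 in OVA-induced Rab44-KO lungs, a log2FC of 4.96 (2.55 to 10.46).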

Other observations

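In this part the tests of the OVA response, of the receptor targets and of the dispersion were chosen before their results were seen, and the tests of transcript length, heart muscle, carried-over tissue, the Rab44 neighborhood, Rps27 copies, the pathway lists and the edgeR exact and likelihood ratio tests only afterwards.

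The log2FC of OVA-induced Rab44-KO over WT lungs rose with transcript length, with a Spearman's rho of 0.547 across 13899 genes with at least 100 counts in some library; genes are not independent replicates. The rho was 0.195 for the normal comparison, -0.349 for OVA-induced over normal WT and 0.267 for OVA-induced over normal Rab44-KO lungs. With the genes in 5 bins of length, the shortest bin had a median of -0.49 and the longest 0.37. Over 11709 genes without an immune annotation rho was 0.545, so the annotated genes are not its whole source. Genes without that annotation may also be expressed in immune cells, so a different content of such cells stays open. Within 255 genes of cilium movement and the axoneme, which belong to 1 cell structure, rho was 0.529, consistent with a length bias between the 2 OVA-induced libraries such as RNA quality may give. GC content followed less, with a rho of -0.181 across 13029 genes. The median of 100 cytosolic ribosome genes moved from -0.66 to -0.07 when the trend was removed. Housekeeping genes had a median of -0.63, and -0.18 after removal. A biological difference between the lungs stays open and was not tested.

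The median of the genes of the 5 leading pathways stayed at -1.55 once the trend was removed. This cannot decide whether length bias lowered them. The paper chose its listed genes from these libraries, and each had an absolute log2FC of at least 1.25. Removal of a trend with a median of -0.49 in the shortest bin could hardly bring such genes near 0. Of 13899 genes, 599 were over 2-fold lower before and 379 after removal, and 509 and 511 higher. A smaller OVA response in the Rab44-KO lungs remains a hypothesis for the lower pathway genes, which 1 library per condition leaves open.

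The OVA response was not missing as a whole in the Rab44-KO lungs. The 200 genes highest in OVA-induced over normal WT lungs had a median of 1.71 in Rab44-KO lungs, where 21 of them were lower, which argues against an uninduced library. Across 13899 genes the responses of both genotypes correlated with a Spearman's rho of 0.174. Eosinophil markers rose by a median of 3.98 over 8 genes in WT, or 3.70 with genes at 0 counts at their bound, and 0.53 over the 5 genes that reached 10 counts in Rab44-KO lungs. Of the cytokines that the paper measured in BALF, lung counts under OVA-induced conditions were 13 in WT and 0 in Rab44-KO for Il13 (at least 4.36-fold lower), 8 and 7 for Il5, 20 and 1 for Ifng, and 0 and 4 for Il17a.

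Cyp1a1 is 1 of 7 listed targets of the aryl hydrocarbon receptor, all of them higher in Rab44-KO lungs in both comparisons, with medians of 1.15 and 1.37. The median of Cyp1b1, Ahrr and Tiparp was 0.97 in the normal comparison, and 0.67 in the OVA-induced one. These values are consistent with activation of this receptor, for which an exposure of the mice may be the source, but they do not separate an exposure from an effect of the genotype. Of 8 NRF2 targets, which share Nqo1 with that list, all were higher in normal lungs, with a median of 0.47. In OVA-induced lungs 6 of 8 were higher, 1 over 2-fold, and 2 were over 2-fold lower, with a median of 0.22 and a lowest value of -1.21.

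Genes over 2-fold in the same direction in both comparisons were also counted near Rab44. Within 20 Mb of it on chromosome 17, Rab44 left out, 5 of 623 genes changed so, or 0.803% with an exact 95% interval of 0.261 to 1.86, against 1.03% elsewhere. The interval includes the share elsewhere and higher shares, so a passenger haplotype around the edited locus cannot be told apart from its absence with so few genes.

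Heart muscle markers were higher in OVA-induced Rab44-KO than in OVA-induced WT lungs, with a median of 1.05 over 10 genes, from -0.22 for Actc1 to 2.25 for Ryr2. All 10 fell from normal to OVA-induced WT lungs, with a median of -1.31. With the length trend removed the median was 1.49, 7 were over 2-fold higher, and the range was 0.03 to 2.33. A different share of heart muscle in the 2 libraries would move all these markers alike, and 9 of 10 rose while Actc1, with 1912 and 1654 counts, did not. It cannot be told apart from a change of expression in the lung, because with 1 library per condition the spread of these markers between libraries is not known.

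Gh (37 counts), Prl (11) and Mucl2 (15) were counted mainly in normal WT lungs, and the other libraries had at most 5 counts of each. Of the other 12 pituitary and salivary gland markers, 3 (Klk1b26, Prol1 and Pomc) also had most of their counts there, and 4 were at or under 3 counts in every library. These differences of Gh, Prl and Mucl2 exceed counting error. Pituitary and salivary gland RNA carried into the normal WT library cannot be told apart from expression in the lung, since most of the other markers did not follow and those counted in every library would hide a small share. With 0 counts at their bound, the medians of Rab44-KO over WT in normal lungs were -1.66 over 3 salivary gland genes and -1.80 over 5 pituitary genes, and in OVA-induced lungs 0.19 for 1 gene and 0.56 over 2 genes.

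In normal lungs Rps27 had a log2FC of -1.08 and Rps27rt of 1.67, while their summed counts changed by 0.16. This is consistent with reads split differently between near-identical copies, which share 87.1% of the windows of Rps27rt. In OVA-induced lungs the sum changed by -0.74.

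The p-values of Supplementary Tables 1 and 2 were matched to within 2.12e-06 on the log10 scale by edgeR's likelihood ratio test with a common dispersion from the 2 libraries compared, 1 of 9 settings tried. The smallest median difference among the 8 exact test settings was 0.186, so the exact test, for which the test had been written, is argued against, and the likelihood ratio test was found by trying further settings. The paper's methods name DESeq2. With the dispersions exchanged between comparisons, 5 genes instead of 126 would be called under normal and 6054 instead of 228 under OVA-induced conditions, so the numbers of called genes depend on a value that 2 libraries without replicates set.

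All 713 genes of the pathway lists in Supplementary Tables 3 and 4 pass an unadjusted p of 0.05 and an absolute log2FC above 1 in that test, and 108 pass an adjusted p of 0.05. This is consistent with lists taken at the unadjusted p, whereas the paper's methods state the adjusted one.

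Immediate-early genes were higher in Rab44-KO lungs in both comparisons, 11 of 11 in normal lungs (median 0.94) and 10 of 11 in OVA-induced lungs (median 0.88). Heat shock genes had medians of 0.10 and 0.06. Mesothelial genes had 1.02 in normal and -0.10 in OVA-induced lungs, the latter changing sign with TPM and with the length trend removed. Alveolar type 2 genes had 0.08 and -0.39, alveolar type 1 genes -0.13 and -0.34 (0.07 with the length trend removed), club cell genes 0.27 and 0.61, and ciliated cell genes 0.11 and 0.09. Type 2 cytokine genes had 0.22 over 3 genes and -1.15 over 4 genes. Y-linked genes had 0.17 and 0.40 over 4 genes, and Xist and Tsix 0.20 and -1.82. The explanations of these values were not tested.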
